A study of Mus musculus with 12 samples.

How the data were processed

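The deposited table held estimated counts per gene for 12 RNA sequencing libraries of cells sorted from mouse kidney cortex. Per the labels' protocols, the mice carried a tamoxifen-inducible Cre recombinase under the neuronal nitric oxide synthase gene and a reporter that switches from red tdTomato to green GFP after recombination. Green cells were sorted as macula densa cells, and the brightest red cells were sorted as control cells meant to stand for the distal nephron and collecting duct. Mice received control diet, or low salt diet with the angiotensin-converting enzyme inhibitor enalapril at 150 mg per litre of drinking water, for 14 days. Per the labels' protocols, all libraries were prepared at the same time with a stranded total-RNA kit for small inputs. The labels state no aligner, counting tool, genome build or statistical test.

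Of the values in the deposited table, 16.1% were not whole numbers, so the values were taken for estimates from the authors' counting tool (expected counts) and were rounded before testing. All 23378 gene symbols, starts and ends equalled those of the GENCODE M21 annotation of the mouse assembly GRCm38, once 1 was taken from each end. Coordinates below are those of that annotation. The smallest sum over the 12 libraries was 10, so genes with fewer counts were absent from the table. No column of the table lacked a sample (0 columns). The counting is not stated to use strand, so counts of overlapping genes and of near-identical copies are reported as uncertain.

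Groups came from the labels: 2 macula densa libraries on control diet, 2 on low salt plus enalapril, 4 control-cell libraries on control diet and 4 on low salt plus enalapril. Genes were kept by the filterByExpr function of edgeR 4.0.16 in R 4.3.3 with a count minimum of 10 and a total minimum of 15, which left 14180 genes. Libraries were scaled with trimmed means of M values (TMM). One quasi-likelihood fit (glmQLFit and glmQLFTest) with a coefficient per group covered all 12 libraries, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. Comparisons were macula densa against control cells on each diet and averaged over both, the diets within each cell population, and the difference between the 2 diet effects. Expression is given as CPM, the edgeR measure of counts relative to the TMM-scaled library total, and its errors are standard deviations between libraries.

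A total of 18 gene lists fixed before the data were examined was tested with camera of limma 3.58.1, with the correlation between genes preset at 0.01 and log2 CPM computed with a prior count of 2. The lists covered macula densa markers, factors and receptors named in the authors' own work, thick ascending limb, distal convoluted and connecting tubule, collecting duct principal cells, intercalated cells, proximal tubule, podocytes, endothelium, leukocytes, fibroblasts and mesangium, smooth muscle and renin cells, erythroid cells, immediate early genes, neuronal differentiation, sex-linked genes, cytosolic ribosomal proteins and mitochondrially encoded genes. The immediate early list was set up to cover the response to tissue dissociation as well, so its shifts may come from tissue handling. Adjustment covered all 108 tests of lists and comparisons, and fry was run beside camera.

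The genes named below followed a rule written before the data were examined. For each comparison these were the 5 largest changes in each direction among genes past the threshold with a mean of at least 5 CPM and no overlap between libraries of the groups. Where no gene passed, the smallest p-values in each direction are named as such. Symbols made of Gm and digits, symbols ending in Rik and pseudogene symbols were left out of the rule. The members of the macula densa marker list and the authors' list, Ren1 and sex-linked genes could also be named. A gene whose libraries in a group all held at most 3 counts was treated as at the floor, and its fold is given as a lower bound. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

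The fit was tested on simulated counts drawn from the real means and library sizes. Of 200 genes changed 4-fold, it recovered 96.5% in the cell comparison averaged over both diets (13410 genes tested), 45% in the diet comparison of macula densa cells (13829 genes tested) and 86% in the diet comparison of control cells (13446 genes tested), with 8, 5 and 12 false calls. In these simulations each gene's spread followed the fitted trend with expression, without variation of its own. Changed genes were drawn only from those above a minimum mean count. Recovery in the real data may therefore be lower. Pairwise tests of counts between replicate libraries found no library deposited more than once.

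Alternatives were DESeq2 1.42.0 size factors, scaling by library totals alone, no filter, a filter at a mean of 5 CPM, leaving out mitochondrial and ribosomal RNA genes, the DESeq2 Wald test, limma voom with sample weights, fits of only the groups compared, a threshold of 0.01, blocks for the numbers in the labels, and leaving out each library in turn. A score of podocyte and endothelium genes as a covariate was added after the data were seen.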

Results

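RNA sequencing counts were analysed for macula densa cells, the salt-sensing cells at the end of the thick ascending limb, and for control cells from the same kidney cortex. There were 2 macula densa libraries per diet and 4 control-cell libraries per diet. Total counts per library ranged from 4259020 to 14856542. The long noncoding gene Gm42418 on chromosome 17, which lies over ribosomal RNA sequence, took 53.5% to 65.0% of the counts and Mir6236 another 6.76% to 13.7%. Nuclear protein-coding genes held 781257 to 2331481 counts per library. A total of 3 counts corresponded to between 0.231 and 0.734 CPM. Pearson correlations of log2 CPM across genes between replicates, for which genes are not independent, were 0.919 and 0.863 for the macula densa pairs. They ranged from 0.788 to 0.948 among control-cell libraries on control diet and from 0.840 to 0.938 on low salt plus enalapril.

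**Figure D1:**
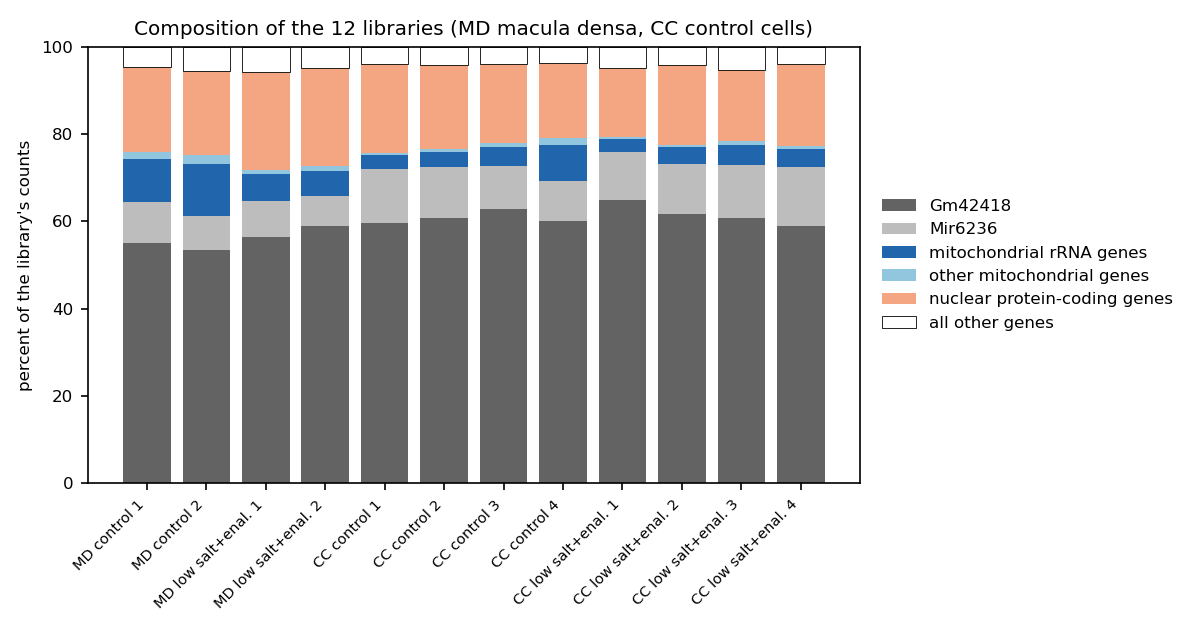
Stacked bars give the percent of each library's counts in Gm42418, Mir6236, mitochondrial genes, nuclear protein-coding genes and all other genes, for the 12 libraries. Gm42418 took between 53.5% and 65.0% of the counts in every library.

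The comparison of macula densa with control cells on control diet asked which transcripts set the sorted cells apart at baseline. Among 14180 genes, 938 passed an edgeR adjusted p of 0.05, of which 382 were higher and 556 lower in macula densa cells. The share depended on scaling: with library totals alone, 542 were higher and 328 lower, and the median of all genes moved from -0.05 to 0.12 on the log2 scale. Leaving out control-cell replicate 4 on control diet gave 2490 genes, and leaving out replicates 1, 2 and 3 gave 571, 459 and 415. The gene Nos1, whose promoter drove the recombinase, was on chromosome 5 from 117781032 to 117958840. It measured 106 ± 7.32 CPM (SD, n = 2) in macula densa cells and 0.343 ± 0.160 CPM (SD, n = 4) in control cells, a log2 fold change of 8.19 with a standard error of 0.38 and an edgeR adjusted p of 5.55e-07. Pappa2, on chromosome 1 from 158711727 to 158980490, measured 229 ± 1.80 CPM (SD, n = 2) against 0.511 ± 0.484 CPM (SD, n = 4). Its log2 fold change was 8.75 with a standard error of 0.67 and an edgeR adjusted p of 5.52e-05. Among genes eligible under the naming rule, Ptgs2, Pamr1 and Nsg2 followed with log2 fold changes of 5.85, 4.95 and 4.88.

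Of the 5 genes that the naming rule gave as lower in macula densa cells on control diet, 4 are reported here: Ctla2a, Epha2, Pgm5 and Lims2. Epha2, on chromosome 4 from 141301240 to 141329384, had at most 3 counts in both macula densa libraries and 8.51 ± 3.41 CPM (SD, n = 4) in control cells, so it was at least 30.8-fold lower (edgeR adjusted p 0.000766). Pgm5 and Lims2 had log2 fold changes of -4.82 and -4.74, with adjusted p-values up to 0.0250 and 0.140 across the alternatives. Ctla2a has a close paralog and overlaps Gm49391, so its count is uncertain. The edgeR adjusted p of Ctla2a was 0.0459, and across the alternatives it ranged from 0.000432 to 0.370.

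On low salt plus enalapril, 1031 genes passed the threshold in the same comparison of cell populations, with 446 higher and 585 lower in macula densa cells. With library totals alone the split was 736 higher and 392 lower. Leaving out control-cell replicate 4 on control diet, a library outside this comparison that shares its fit, gave 1894 genes. The count was 659 without control-cell replicate 3 on control diet, and 602 and 517 without control-cell replicates 2 and 4 on low salt plus enalapril. Aard, on chromosome 15 from 52040107 to 52045722, had 0 counts in all 8 control-cell libraries and 23.4 ± 8.31 CPM (SD, n = 2) in macula densa cells. It was at least 49.3-fold higher, with an edgeR adjusted p of 0.00221. Pappa2, Nos1, Ptgs2 and Frem1 had log2 fold changes of 9.41, 8.33, 7.56 and 7.20. The 5 genes named as lower were Akap2, Nid1, Inpp5d, Bcat1 and Itga9, all with 0 counts in both macula densa libraries. Relative to the floor they were at least 43.9-fold, 34.3-fold, 21.1-fold, 20.3-fold and 19.6-fold lower. Across the alternatives their adjusted p-values reached 0.223, 0.417, 0.393, 0.276 and 0.477, so each call was lost in some of them. Akap2, on chromosome 4 from 57717657 to 57896984, lies within Pakap on the same strand, so its count depends on how reads were divided. The summed counts of Akap2 and Pakap gave a log2 fold change of -3.33 with a standard error of 0.41 and an edgeR adjusted p of 0.00103.

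Of the genes called on either diet, 463 were called on both, all in the same direction, and 93.9% of the 1506 called on either had the same sign on both diets. Averaged over both diets, 3027 genes passed the threshold, 1061 higher and 1966 lower in macula densa cells. Scaling by library totals alone gave 1827 higher and 1450 lower. The count was 1680 without macula densa replicate 2 on control diet and 1857 without replicate 2 on low salt plus enalapril. The groups did not overlap on either diet, in the same direction, for 1932 genes, or 13.6% of those tested, where chance gives 0.889%. Among genes eligible under the naming rule, Pappa2, Nos1, Ptgs2, Frem1 and Pamr1 had the largest increases. Their log2 fold changes were 9.08, 8.26, 6.70, 5.93 and 4.79. Their edgeR adjusted p-values were 6.99e-07, 7.87e-09, 6.81e-06, 2.67e-06 and 8.39e-06. Sp100, Icam2, Akap2, Bcat1 and Rnf144a were named as lower, with adjusted p-values up to 0.125, 0.145, 0.0515, 0.0577 and 0.107 across the alternatives. Their macula densa libraries on low salt plus enalapril all had 0 counts, so the fitted folds are not given, and Sp100 belongs to a family of similar genes and is uncertain.

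**Figure D2:**
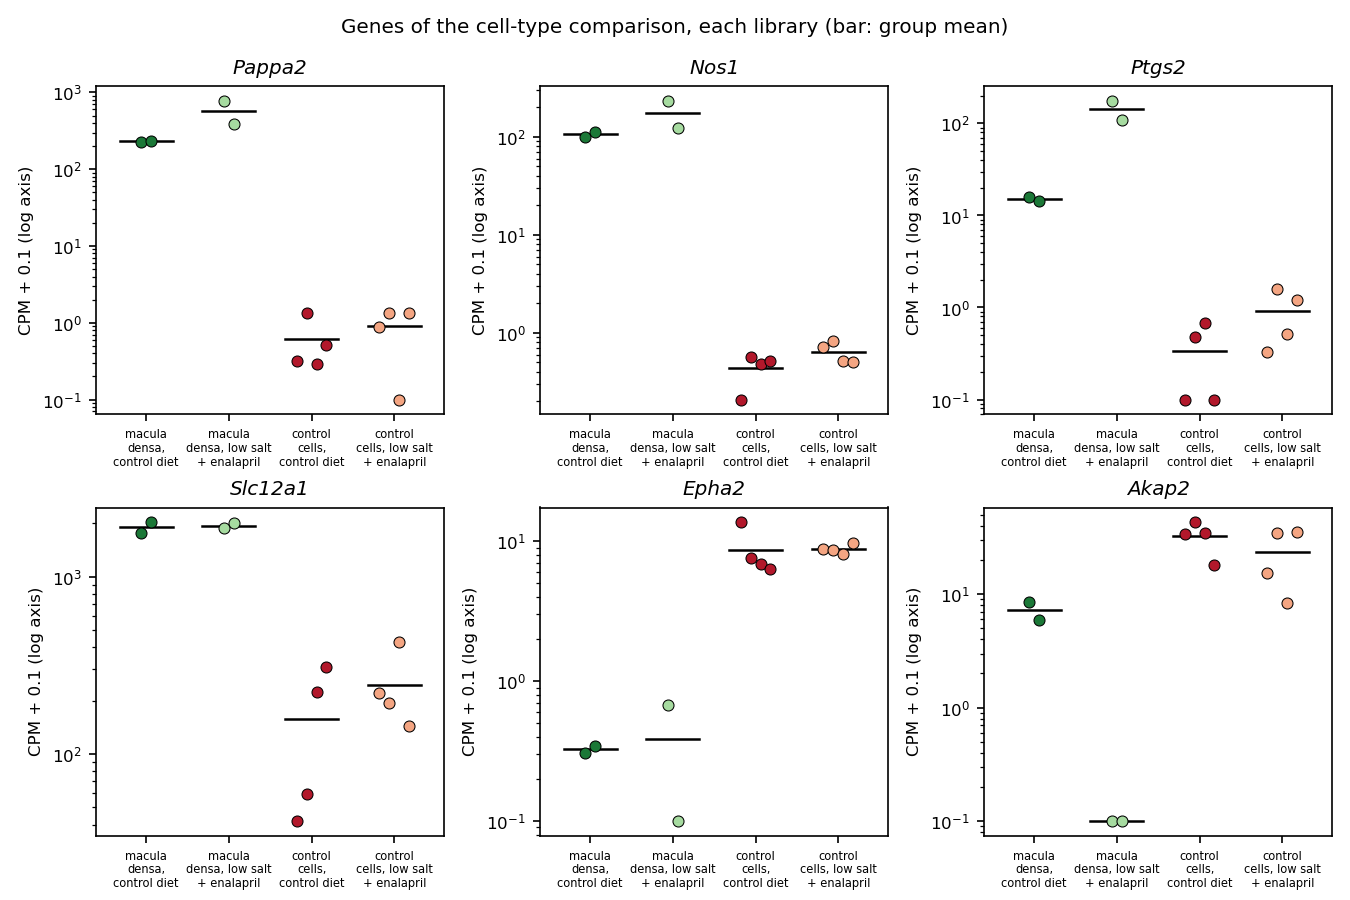
Each panel plots 1 gene in CPM plus 0.1 on a log axis, with a point per library in 4 groups and a bar at the group mean. Pappa2, Nos1, Ptgs2 and Slc12a1 were higher in every macula densa library than in every control-cell library, and Epha2 and Akap2 were lower within each diet.

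Of 6 macula densa markers fixed before the data were examined, 4 passed on control diet adjusted over the list alone and the same number over all genes tested. These were Nos1, Pappa2, Ptgs2 and Slc12a1. Slc12a1, the apical sodium, potassium and chloride cotransporter of the thick ascending limb, lies on chromosome 2 from 125152505 to 125230002. It measured 1898 ± 182 CPM (SD, n = 2) against 158 ± 130 CPM (SD, n = 4), with an edgeR adjusted p of 0.00928. Ptges did not differ on control diet, with a log2 fold change of -0.30 and an edgeR adjusted p of 0.844. Of the 10 factors and receptors named in the authors' own work, 6 passed on control diet adjusted over the list alone and 4 over all genes tested. That list was chosen on these samples, so the first count is not independent evidence. Its members Pamr1, Bmp3 and Mcub were higher in macula densa cells, with log2 fold changes of 4.95, 3.69 and 2.85, and Ccn1 was lower at -2.82.

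Among gene lists, camera called 12 of 18 in the comparison averaged over both diets, fry called 9, and 8 were called by both. With the correlation between genes estimated from the data, camera called 0 of the 108 tests, of which 54 passed with the preset correlation and 26 under fry. Called by both, with median log2 fold changes, were macula densa markers at 4.99 (6 of 6 genes higher), the authors' list at 2.68 (chosen on these samples), thick ascending limb at 1.91, collecting duct principal cells at -3.43 (0 of 10 higher), endothelium at -4.53, fibroblasts and mesangium at -2.65, smooth muscle and renin cells at -3.11, and immediate early genes at -1.21. Intercalated cells at -2.45, podocytes at -4.56, proximal tubule at 1.0 (12 of 12 higher) and mitochondrially encoded genes at 0.47 passed camera but not fry, and sex-linked genes at 0.46 passed only fry. Proximal tubule was 0.48 without macula densa replicate 2 on low salt plus enalapril, and mitochondrially encoded genes 0.25 without replicate 1 on that diet and 0.033 with only the 8 libraries that share a description number. The lists for leukocytes, erythroid cells, distal convoluted and connecting tubule, ribosomal proteins and neuronal differentiation passed neither, with camera adjusted p-values of 0.0608, 0.364, 0.277, 0.833 and 0.660. Podocyte and endothelium scores varied widely among control-cell libraries, with log2 CPM of 5.43 ± 2.43 and 5.56 ± 2.13 (SD, n = 4) on control diet.

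**Figure D3:**
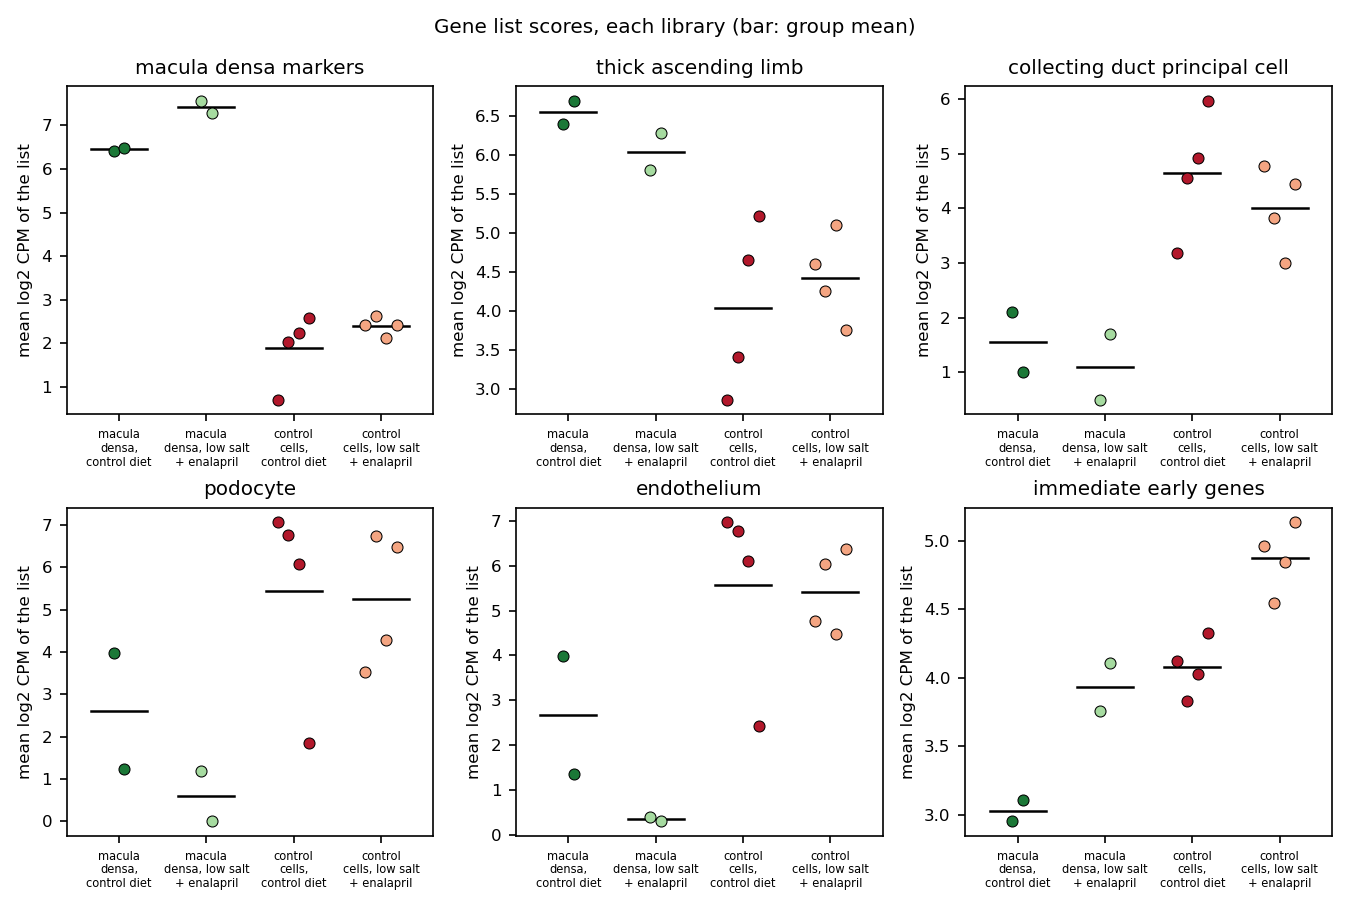
Each panel plots the mean log2 CPM of a gene list, with a point per library in 4 groups and a bar at the group mean. On control diet, the podocyte score of control-cell libraries ran from 1.85 to 7.06.

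The comparison of diets in macula densa cells asked which transcripts changed under low salt intake with enalapril. No gene passed (0 of 14180), while 1594 had an unadjusted p under 0.05, where chance gives 709, and the smallest edgeR adjusted p was 0.123. Fitting the 4 macula densa libraries alone moved this most, to 105 genes, 64 higher and 41 lower. Among symbols eligible for naming, the smallest p-values in each direction belonged to Sparcl1 and Spon1 (lower) and to Spns2 and Hist1h2bc (higher). Sparcl1, on chromosome 5 from 104079111 to 104113733, fell from 8.74 ± 2.58 to 0.903 ± 0.349 CPM (SD, n = 2 each), with a log2 fold change of -3.27, a standard error of 0.51 and an edgeR adjusted p of 0.123. Spns2, on chromosome 11 from 72451638 to 72489904, rose from 3.41 ± 1.05 to 21.3 ± 9.96 CPM (SD, n = 2 each) with a log2 fold change of 2.63. Spon1 had 1 count in each treated library and was at least 6.73-fold lower. Hist1h2bc belongs to a family of similar histone genes and is uncertain.

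Among the 21 tested genes fixed by name, 5 were higher on low salt plus enalapril in macula densa cells adjusted over the list alone, and 0 over all genes tested. Of these, Ccn1, Cxcl14 and Mcub came from the authors' list, which was chosen on these samples, so their calls are not independent evidence. Ptgs2, on chromosome 1 from 150100031 to 150108227, rose from 15.1 ± 1.16 to 142 ± 47.6 CPM (SD, n = 2 each), a log2 fold change of 3.23 with an edgeR adjusted p of 0.00446 over the list and 0.215 over all genes. Ren1 rose from 1.21 ± 0.324 to 9.61 ± 1.95 CPM (SD, n = 2 each). Treated control cells held more Ren1, 84.3 ± 39.7 CPM (SD, n = 4). Whether macula densa cells themselves or RNA from other cells raised Ren1 in their libraries was not tested. Ccn1 and Mcub had log2 fold changes of 2.16 and 1.89, which ran from 1.47 to 3.01 and from 1.76 to 1.89 with a library left out. Cxcl14 was at least 7.78-fold higher from 0 counts in both libraries on control diet. Nos1 and Pappa2 did not pass, with log2 fold changes of 0.74 and 1.33, which were 0.13 and 0.67 without macula densa replicate 1 on low salt plus enalapril. Slc12a1 did not differ, with a log2 fold change of 0.03 and a standard error of 0.78, and its sign changed with scaling. Of the gene lists, 6 passed camera and 2 passed both camera and fry. Immediate early genes had a median of 0.91, with 17 of 17 higher (0.48 without macula densa replicate 2 on low salt plus enalapril). The diet and tissue handling were not separated for that list, whose median difference between the populations' diet effects was 0.06. The authors' list had a median of 1.02, and it was chosen on these samples.

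In control cells, 1 gene passed between the diets, and 914 had an unadjusted p under 0.05, where chance gives 709. This was Ren1, the renin gene, on chromosome 1 from 133350510 to 133360325. It rose from 4.52 ± 1.90 to 84.3 ± 39.7 CPM (SD, n = 4 each), with every treated library above every library on control diet. The log2 fold change was 4.21 with a standard error of 0.43 and an edgeR adjusted p of 0.00476. With the control-cell libraries fitted alone the edgeR adjusted p of Ren1 was 0.0869, and with the DESeq2 Wald test its adjusted p was 5.74e-20. Ccn1, from the authors' list, had a log2 fold change of 1.12 and passed over the fixed list alone with an edgeR adjusted p of 0.0392. Camera called 8 lists, of which fry called 2: immediate early genes with a median of 0.88 (16 of 17 higher) and smooth muscle and renin cells with a median of 1.06 (6 of 6 higher). Tissue handling stays open for the immediate early list here too. Ribosomal protein genes had a median of 0.45 with 81 of 83 higher (0.27 without control-cell replicate 1 on low salt plus enalapril) and passed camera but not fry. Other splits of the 8 libraries gave as many lists as the real split in 21 of 35 cases, the real one included, so the number of lists was within what regrouping gives.

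The difference between the diet effects of the cell populations was tested in the same fit. No gene passed (0 of 14180), while 997 had an unadjusted p under 0.05, and the smallest edgeR adjusted p was 0.382. Among symbols eligible for naming, the smallest p-values in each direction belonged to Hist1h2bc and Anxa1 (positive) and to Sparcl1 and Spon1 (negative). The log2 differences of Hist1h2bc, Sparcl1 and Anxa1 were 2.25, -3.47 and 3.36. With a library left out they ran from 2.09 to 2.37, from -3.99 to -3.18 and from 2.63 to 4.33. The difference of Spon1 is not given because it was at the floor in treated macula densa cells. For Ren1 the difference was -1.22 with a standard error of 0.74 and an edgeR adjusted p of 0.774. Camera called 7 lists and fry 0.

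**Figure D4:**
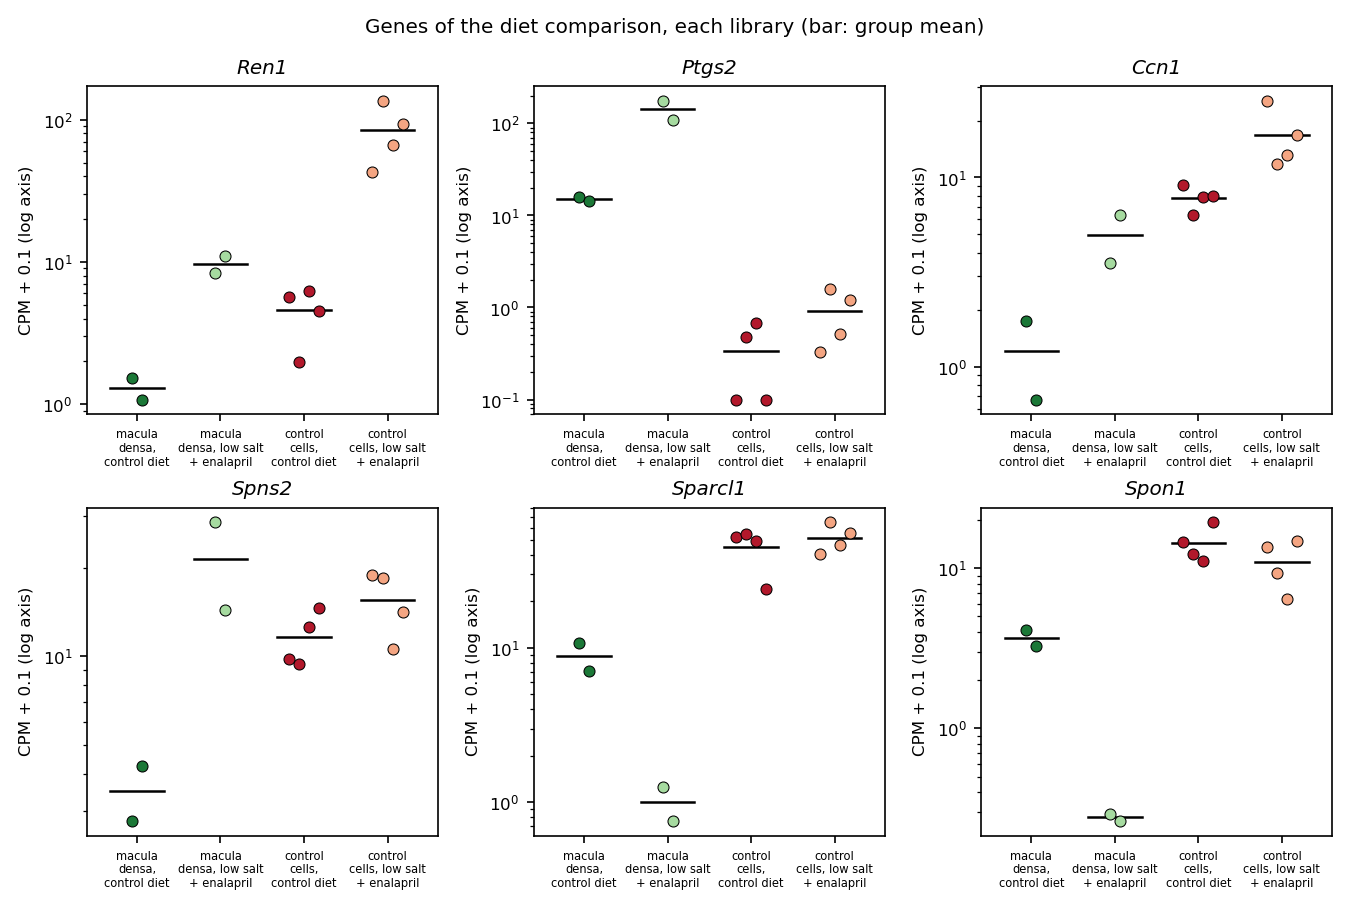
Each panel plots 1 gene in CPM plus 0.1 on a log axis, with a point per library in 4 groups and a bar at the group mean. Ren1 lay between 42.7 and 135 CPM in treated control cells, above the 1.88 to 6.19 CPM on control diet.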

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

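The test of summed counts for Akap2, below, was chosen after the result was seen. Of 116 sets of 4 control-cell libraries checked for a library far from the others, 7 had one, where chance gives 5.8. No biological explanation was tested for these. For Pgm5, control-cell replicate 2 on control diet was at 2.64 log2 CPM against 3.42 to 3.46 in the others. For Inpp5d and Sparcl1, control-cell replicate 4 on control diet was low, at -0.42 against 3.61 to 4.09 and at 4.60 against 5.61 to 5.78. Cxcl14 was at -1.16 in control-cell replicate 1 on control diet and at -1.39 in replicate 1 on low salt plus enalapril, and Ngfr at -0.62 in replicate 3 on low salt plus enalapril, where the others had 0 counts. The sex-linked list was at 3.52 in control-cell replicate 3 on low salt plus enalapril against 3.19 to 3.24. The number of such libraries is close to chance. The low Inpp5d of control-cell replicate 4 is in a library that also had low podocyte and endothelium scores, which are taken up under the other observations.

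Under camera, 7 gene lists had diet effects that differed between the cell populations, and fry called 0 of them. The median log2 differences, macula densa minus control cells, were 0.60 for the authors' list, which was chosen on these samples, -0.63 for thick ascending limb, -1.04 for proximal tubule, -2.00 for endothelium, -1.85 for smooth muscle and renin cells, -0.32 for ribosomal proteins and -0.76 for mitochondrially encoded genes. The endothelium, the smooth muscle and renin, the authors', the ribosomal and the mitochondrial list each held genes at the floor in a group, so the fitted medians are not bounds. No direction changed when a library was left out, but most medians moved with single libraries. The authors' list ran from 0.35 without macula densa replicate 1 on low salt plus enalapril to 0.97 without control-cell replicate 1 on that diet. Thick ascending limb ran from -1.15 without control-cell replicate 4 on control diet to -0.34 without control-cell replicate 3 on low salt plus enalapril. Proximal tubule ran from -1.83 without macula densa replicate 2 on low salt plus enalapril to -0.40 without macula densa replicate 2 on control diet. Endothelium was -0.48 without macula densa replicate 1 on control diet, ribosomal proteins -0.13 without control-cell replicate 1 on low salt plus enalapril, and mitochondrially encoded genes -1.20 without macula densa replicate 1 on that diet. Smooth muscle and renin cells stayed between -2.17 and -1.46. No test separated a difference in response from different amounts of other cells in the sorted libraries for these lists.

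Akap2 had 0 counts in both treated macula densa libraries. Reads divided between the overlapping Akap2 and Pakap do not account for the whole difference from control cells, since the summed counts of both genes gave a log2 fold change of -3.33 with an edgeR adjusted p of 0.00103. Between the diets in macula densa cells the summed counts gave -1.24 with an edgeR adjusted p of 0.324, while Pakap alone had 0.31. Whether the loss of Akap2 counts between the diets reflects the division of reads or a change of transcript cannot be told apart, because 4 libraries and gene-level counts do not show which exons were covered.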

How the results depend on the processing

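The main choice of fit was made before the data were examined, and the podocyte and endothelium covariate was chosen after seeing the data. The cause of the changes below was not tested unless stated.

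For macula densa against control cells, the count on control diet (938) became 622 with a filter at a mean of 5 CPM, which tests fewer genes, 2000 with the DESeq2 Wald test, 1919 with voom and sample weights, 468 with only the groups compared, 2333 with the 8 libraries that share a description number, and 241 at a threshold of 0.01. On low salt plus enalapril (1031) it became 1922 with the Wald test, 516 with voom and sample weights, 2281 with the 8 libraries and 251 at 0.01. Averaged over both diets (3027) it became 1874 with the filter and 1301 at 0.01. Of the 938 genes, the Wald test shared 937, voom with sample weights 818, library totals alone 710 and the fit of only the groups compared 423. A fixed block for the description number shared 815 of them and one for the replicate number 363. DESeq2 size factors moved none of these counts by over 1.5 times. Library totals alone moved the split between higher and lower genes, as given with each result. Voom with sample weights gave 1028 higher and 891 lower on control diet and 409 higher and 107 lower on low salt plus enalapril.

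Between the diets, macula densa cells (0) gave 93 genes with the Wald test, 4 with voom and sample weights, 105 with the 4 macula densa libraries alone and 22 with the 8 libraries that share a number. Control cells (1) gave 74 with the Wald test, 0 when fitted alone, where 731 had an unadjusted p under 0.05, and 2 with the 8 libraries. With the podocyte and endothelium score as a covariate control cells gave 1. The difference of the diet effects (0) gave 13 with the Wald test.

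Leaving out each library in turn gave from 415 to 2490 genes on control diet, from 517 to 1894 on low salt plus enalapril and from 1680 to 3968 averaged over both. The highest came without control-cell replicate 4 on control diet in all of these. It gave from 0 to 1 genes between the diets in macula densa cells, from 1 to 5 in control cells, the latter without control-cell replicate 4 on low salt plus enalapril, and 0 to 0 for the difference of the diet effects. Apart from the average over both diets, no call is given where a group in the comparison was left with 1 library. For that average, 3 macula densa libraries then remained, and counts were 2256, 1680, 2714 and 1857.

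The labels give each library a replicate number and a description number. Libraries with the same description number had correlations of their deviations from -0.04 to 0.23, over 0.1 in 1 of 4 pairs, and those with the same replicate number from -0.38 to 0.28, over 0.1 in 2 of 14. The main fit did not pair the libraries by number. The labels do not say whether a description number shared by a macula densa and a control-cell library marks the same animal, and if it does, the fits with that block are the apt ones. The random replicate block was fitted in limma voom and not in edgeR, so its counts mix a change of test with the block. With the description number as a random replicate block, counts were 1129, 654 and 2482 for the cell comparisons on control diet, on low salt plus enalapril and averaged. They were 4, 1 and 0 for macula densa diets, control-cell diets and their difference. As a fixed block in edgeR the description number gave 2292, 2231 and 3683, and 3 for the difference, and the diet comparisons within a cell population could not be fitted. With the replicate number as a fixed block they were 378, 396 and 1908, and 0 for each diet comparison, where 1203, 672 and 717 genes had an unadjusted p under 0.05.

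The number of gene list calls (54 of 108) was 26 under fry and 0 with estimated correlation, and from 51 to 57 when each of the 8 control-cell libraries was left out. The median of the neuronal list averaged over both diets went from -0.16 to 0.0028 with library totals alone. Slc12a1 between the diets in macula densa cells went from 0.0343 to -0.0210 with library totals and -0.0947 with no filter. It was -0.110 without macula densa replicate 1 on control diet, -0.0734 without replicate 2 on low salt plus enalapril, and at most 0.0496 with a library left out. The distal convoluted and connecting tubule list between the diets in control cells went from -0.76 to 0.27 without control-cell replicate 4 on control diet, and ran from -1.09 to 0.27 over the libraries left out. The other changes were counted over pairs of a result and an alternative. Of the pairs for named genes, 27 became weaker, 28 stronger and 549 stayed the same. Among the pairs for lists, 40 became weaker and 480 stayed the same. With a library left out, 11 gene pairs became weaker, 3 stronger and 11 moved in size, and 825 stayed the same. For lists, 32 such pairs became weaker, 16 moved and 611 stayed the same. Depth limits genes near 3 counts, where folds are lower bounds. The macula densa diet comparison is limited by 2 libraries per diet, and 45% of simulated 4-fold changes were recovered in it. That rate may be lower in the real data, since the simulation changed only genes above a minimum mean count and gave genes no spread of their own.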

Other observations

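The tests of free RNA, of library scaling, of the shared spread and of the mitochondrial genes were chosen after the results were seen. So were the tests with the podocyte and endothelium score as a covariate, for the stress list and for the spread between control-cell libraries. The others were written before.

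The control-cell libraries, sorted to stand for distal tubule and collecting duct, held many podocyte and endothelial transcripts. Kdr reached 507 CPM and Podxl 642 CPM in control-cell replicate 1 on control diet, against 8.16 and 21.8 CPM in replicate 4. In macula densa libraries Kdr ran from 3.94 to 54.5 CPM. A second set of 25 podocyte and endothelial genes, written down before they were looked at, had a median log2 fold change of -3.87 in macula densa against control cells, below the range of -0.28 to 0.21 that held 95% of 10000 random lists of similar expression. The podocyte genes alone had -3.52 and the endothelial genes -4.68, and with a library left out the highest values were -3.06 and -4.29. Free RNA shared by all libraries is argued against, since 16 such genes reached a median of 7.16% of the control-cell level in macula densa libraries, at most 29.5%. Scaling is argued against, since library totals alone gave -3.71 for the second set. Podocytes and endothelial cells among the sorted control cells are a candidate source. The sorting gates were not analysed here. How far the genes lower in macula densa cells, 1966 averaged over both diets, reflect such cells among the control cells was not tested.

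The spread between control-cell libraries may come in part from different amounts of this RNA. In 6650 other genes, the podocyte and endothelium score as a covariate lowered the common dispersion among control-cell libraries from 0.118 to 0.0517, by 56.1%. Of 100 random lists of similar expression, 1 lowered it as much, with a median of 0.0923. Leaving out control-cell replicate 4 on control diet alone lowered the dispersion in 6688 genes from 0.122 to 0.0803. That library had the lowest podocyte score, 1.85, and the highest score of collecting duct principal cells, 5.97, so the covariate does not say which cells changed.

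Splits of the libraries were counted for the comparisons with at least 4 libraries a side. Of 100 splits of the 12 libraries with 2 of each diet in the smaller group, out of 225 possible, 1 gave as many as 3027 genes, the real one, and the most in any other was 1457. For gene lists, adjusted within the comparison, 4 of the 100 splits gave as many as the 13 of the real one. The other splits gave a median of 7 lists and at most 14, so camera called many lists under regrouping here too. Between the diets in control cells, 1 of the 35 splits, the real one, gave as many as 1 gene. For gene lists, 21 of the 35 gave as many as the real split's 8, so camera calls between the diets in control cells may reflect unequal libraries and not the diet.

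In the edgeR fit of all libraries no gene passed between the diets in macula densa cells, and 105 did with those 4 libraries alone. Other tests of all libraries called genes, 93 with the DESeq2 Wald test and 4 with voom and sample weights. The common dispersion of control-cell libraries was 1.88 times that of macula densa libraries, 0.122 against 0.0652. A larger shared spread is a candidate explanation. It stays open because without control-cell replicate 4 on control diet the dispersion fell to 0.0803, yet 1 gene passed, and because the Wald test called genes with all libraries in the fit. The other 2 splits of the 4 macula densa libraries gave 0 genes each, with 250 and 191 at an unadjusted p under 0.05 against 1338 for the real split. With 3 splits in all, a fit that calls too many genes cannot be told apart from a diet effect.

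Several transcripts linked to tubular injury stood out on low salt plus enalapril, chosen after their values were seen. Lcn2 went from 0.892 ± 0.574 to 85.3 ± 95.6 CPM (SD, n = 4 each) in control cells and from 0.285 ± 0.403 to 12.8 ± 1.60 CPM (SD, n = 2 each) in macula densa cells, with edgeR adjusted p-values of 0.317 and 0.341. The 4 treated control-cell libraries held 136, 7.34, 195 and 2.95 CPM. A second list of 15 tested genes, written down before they were looked at, had a median log2 change of 1.11 in control cells, with 14 of 15 higher, a camera p of 4.06e-07 and a fry p of 0.0413. Its median in control cells was 0.72 without control-cell replicate 3 on low salt plus enalapril and at most 1.41 with a library left out. In macula densa cells it had 0.65, with 10 of 15 higher, at percentile 99.7 of 10000 random lists, but a camera p of 0.0957 and a fry p of 0.444. Without macula densa replicate 1 on low salt plus enalapril the median was -0.05. A response of both populations therefore stays open, since the macula densa result rests on that library. Different amounts of podocyte and endothelial RNA are argued against as the whole cause in control cells, where the median stayed at 0.999 with that score as a covariate. Kidney injury, the drug and the diet were not separated by the design.

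Mitochondrially encoded genes were lower on low salt plus enalapril, with 34 of 35 lower in macula densa cells and 35 of 35 in control cells, and fry did not call either. Their median diet effect in macula densa cells lay -1.48 from that of nuclear genes on the log2 scale, and -0.64 in control cells. With genes at the floor set to their bounds, the median in macula densa cells was -1.40 where the fit gave -1.50. The 14 abundant mitochondrial genes alone had -0.98. In control cells the fitted median of -0.67 became -0.32 without control-cell replicate 2 on control diet. A few nuclear or ribosomal genes taking a larger share would lower nuclear and mitochondrial genes alike, so it does not account for a difference between them. That difference restates the fall and is no separate test, because scaling had put the nuclear median at -0.016 in macula densa cells. RNA quality and the proportion of nuclear RNA were not tested and stay open, as does the diet.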
